A study of Mus musculus with 4 samples.

How the data were processed

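The series holds 4 single-cell RNA sequencing libraries of hindpaw skin from female wildtype C57Bl6 J mice aged 12 weeks. Per the labels' protocols, plantar skin was digested with collagenase A, hyaluronidase and DNase I, live CD45-negative cells were sorted, and libraries were made with the 10x 3' GEM-X chemistry. The groups are Vehicle, Vehicle_MK2i, PTX and PTX_MK2i, each with 1 library pooled from 5 mice. PTX was given at 50 mg/kg by tail vein for 2 days, MK2i was compounded into the chow for the next 7 days, and skin was taken on day 9.

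The deposited matrices hold UMI counts per gene and barcode for 33696 genes, made with Cell Ranger 9.0.1 per the file headers. The genome build and annotation are stated neither in the labels nor in the headers, so no coordinates are given and genes carry the identifiers and symbols of the files. The matrices are unfiltered, with between 730893 and 2273971 barcodes per library, so cells were called here. No annotation of cell types was used.

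A barcode was kept as a cell with at least 1000 UMIs, at least 500 detected genes and at most 10% mitochondrial UMIs. Doublets were called per library with Scrublet in scanpy 1.11.5 (expected share 5%), run on barcodes with at least 300 genes and at most 20% mitochondrial UMIs, and removed. Before clustering, each cell was thinned to at most 3000 UMIs, because the Vehicle_MK2i library was far shallower than the others. Counts were scaled per cell and log-transformed. From 2000 variable genes, 30 principal components were taken, 20 nearest neighbours were joined in a shared-neighbour graph, and Leiden clustering was run at resolution 1 on all libraries together (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0).

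Clusters were named from markers of 16 cell types. A marker counted for a cluster when at least 25% of its cells held it and its CPM, with 10 CPM added, was at least 2-fold the median over the other clusters. A name needed at least 3 such markers, at least 50% of the type's markers, a larger share of markers than any other type, and no other type with more markers among the cluster's 10 leading genes. A cluster of low median UMI count for its libraries with none of the name's markers among those 10 genes also stayed unnamed. The markers were fixed before the data were examined. The scoring rule and the 3000-UMI cap were settled after the data were seen, and 5 clusters stayed unnamed under them, with 4.62% of Vehicle, 4.15% of Vehicle_MK2i, 5.41% of PTX and 4.09% of PTX_MK2i cells.

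UMI counts were summed per library and class and scaled by the class total to CPM. A single gene is given as the log2 of the plain CPM ratio with a 95% exact conditional binomial interval. Where 1 side had 0 UMIs the ratio is a bound from 3 counts, and where both sides had at most 3 UMIs no ratio is given. A gene list is given as the median over its members of log2((CPM + 1)/(CPM + 1)), with its percentile among 10000 random lists of the same size, each member replaced by 1 of the 100 genes nearest in mean expression. Such percentiles describe these libraries and are not tests. Shares of cells carry 95% exact binomial intervals. These intervals cover counting error only. With 1 library per group there is no replicate check, no test between groups was made, and a difference compares 2 libraries, not the conditions.

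The lists were fixed before the data were examined: SASP (senescence-associated secretory phenotype, 37 genes), p53 targets (15), dissociation and immediate early genes (14), interferon (11), matrix (13) and cell cycle (15). Heat shock (16 genes) and sterol synthesis (22 genes) lists were added after the ranked genes had been seen. Their tests leave out the genes seen, which keeps 12 and 15 members. The matrix list shares Col1a1, Col1a2 and Col3a1 with the fibroblast markers.

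Genes are named by a rule fixed before the data were examined. In fibroblast-like cells, genes needed at least 50 UMIs in the library with the higher CPM and a CPM there of at least 20% of that library's empty-droplet profile (barcodes of 10 to 100 UMIs). Mitochondrial, ribosomal protein and hemoglobin genes were left out. Genes were ranked by the end of the interval of the CPM ratio nearer to 1. The first 5 each way are named for PTX over Vehicle and for PTX_MK2i over PTX, and the first 3 each way for Vehicle_MK2i over Vehicle and PTX_MK2i over Vehicle_MK2i. Always named are Cdkn1a, Cdkn2a, Mki67, Il6, Ccl2, Cxcl1, Mmp3 and the 5 further SASP genes of at least 20 UMIs with the largest change for PTX over Vehicle. Genes named outside this rule are said to be so, and some genes of the rule are not reported here. Where 1 cell held a large share of a gene's UMIs, the ratio was also computed with the cell of most UMIs left out of each library, a choice made after the data were seen.

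The spread of log2 ratios is the interquartile range over genes with at least 50 UMIs after all 4 class sums were thinned to the smallest. Its interval comes from the ranks of genes around both quartiles and treats genes as independent. Pearson and Spearman correlations run across genes with at least 50 UMIs, which are not independent replicates. The values that unchanged groups give were simulated in 20 draws, with counting noise, with equal and independent noise added to each library, and, chosen after the data were seen, with 0.5 times this noise in PTX. The share of free RNA was estimated from 4 keratin genes in fibroblast-like cells and empty droplets, and is an upper estimate. The ratio, ranking and list steps were tested on simulated counts with 200 changed genes. Their intervals covered the true change of 94.5% of the changed genes for PTX over Vehicle (14881 genes), 96.5% for PTX_MK2i over PTX (14715 genes), 94.5% for Vehicle_MK2i over Vehicle and 97.0% for PTX_MK2i over Vehicle_MK2i (10969 genes each). A list shift of 0.5 was found as 0.48, 0.48, 0.45 and 0.46 in that order. These simulated counts held counting noise alone, which the intervals assume, and no clumping of UMIs in single cells. Such coverage checks the computation and does not show that the intervals are wide enough for the real counts.

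Alternatives chosen before the data were examined were a minimum of 500 or 2000 UMIs, a mitochondrial maximum of 5% or 20%, Scrublet calls kept, Leiden resolutions of 0.5 and 2, and classes assigned cell by cell without clustering. Further ones were the empty-droplet profile subtracted, TMM factors (edgeR 4.0.16 in R 4.3.3), totals without mitochondrial, ribosomal protein and hemoglobin genes, the mean of each cell's CPM, and cells thinned to 1000 UMIs. For lists, pseudocounts of 0.1 and 5 CPM and members with at least 20 or 100 UMIs were tried, and for the spread and correlations minimums of 20 and 200 UMIs and sums that were not thinned. Thinning every library to the total of the smallest, weighting the fibroblast-like clusters alike in every library, and joining sums that were not thinned with that weighting or with the mean of each cell's CPM for the spread, were added after the data were seen.

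Total UMIs were 221743857 for Vehicle, 32533075 for Vehicle_MK2i, 198462217 for PTX and 194139441 for PTX_MK2i. Every contrast with Vehicle_MK2i has the wider intervals that this depth gives. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.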

Results

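The series title names the secretory phenotype of senescent fibroblasts (SASP) and nerve damage after chemotherapy. Single cells were profiled from the plantar hindpaw skin of mice given vehicle or PTX and then normal or MK2i chow. There were 4 groups, Vehicle, Vehicle_MK2i, PTX and PTX_MK2i, with 1 library of 5 pooled mice in each, so no value below has a replicate check. All intervals are 95% intervals. They come from counting error only, except those of the spread, which come from the ranks of genes. The libraries held 221743857, 32533075, 198462217 and 194139441 UMIs in that order. At least 1000 UMIs were found in 11215, 9168, 9490 and 9289 barcodes. After the filters on genes and mitochondrial UMIs, 10648, 8904, 7923 and 8239 barcodes remained, of which Scrublet marked 240 (2.25%), 230 (2.58%), 117 (1.48%) and 116 (1.41%). The 35011 cells kept were 10408 in Vehicle, 8674 in Vehicle_MK2i, 7806 in PTX and 8123 in PTX_MK2i. The median cell held 17361 UMIs in Vehicle, 2817 in Vehicle_MK2i, 20679 in PTX and 19815 in PTX_MK2i. With a minimum of 2000 UMIs, the alternative that moved a cell number most, 6633 Vehicle_MK2i cells were kept.

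The cells formed 42 clusters, of which 10 were fibroblast-like by their markers. Fibroblast-like cells made up 43.4% of Vehicle (42.4 to 44.4), 45.2% of Vehicle_MK2i (44.2 to 46.3), 42.8% of PTX (41.7 to 43.9) and 41.8% of PTX_MK2i cells (40.8 to 42.9). The alternative that moved this share most kept the Scrublet calls, which gave 35.9%, 38.1%, 39.0% and 38.6% in the same order. There, 744 of the Vehicle cells that are fibroblast-like here were in unnamed clusters. At 1 library depth the shares were 45.2%, 45.2%, 44.5% and 43.5%. The sort was labelled CD45-negative, yet immune-like cells made up 37.5% (36.5 to 38.4), 36.5% (35.5 to 37.6), 43.1% (42.02 to 44.2) and 44.4% (43.3 to 45.4). Of the 5 unnamed clusters, 3 were led by immune genes (Il5 and Gata3, S100a8 and S100a9, and Mcpt4 and Cpa3), and the immune-like share leaves these out. Vascular endothelial-like cells were 4.28% of Vehicle (3.89 to 4.68), 3.91% of Vehicle_MK2i (3.51 to 4.34), 1.69% of PTX (1.42 to 2.00) and 1.63% of PTX_MK2i (1.36 to 1.92). Mural-like cells were 2.33%, 2.84%, 1.47% and 2.06%, keratinocyte-like cells 2.91%, 2.24%, 2.15% and 2.81%, and eccrine gland-like cells 2.05%, 2.01%, 0.935% and 0.886%. Lymphatic endothelial-like, Schwann-like, muscle progenitor-like, skeletal muscle-like and adipocyte-like cells were each below 100 in at least 1 library and, like the eccrine gland-like cells, had no expression compared.

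**Figure D1:**
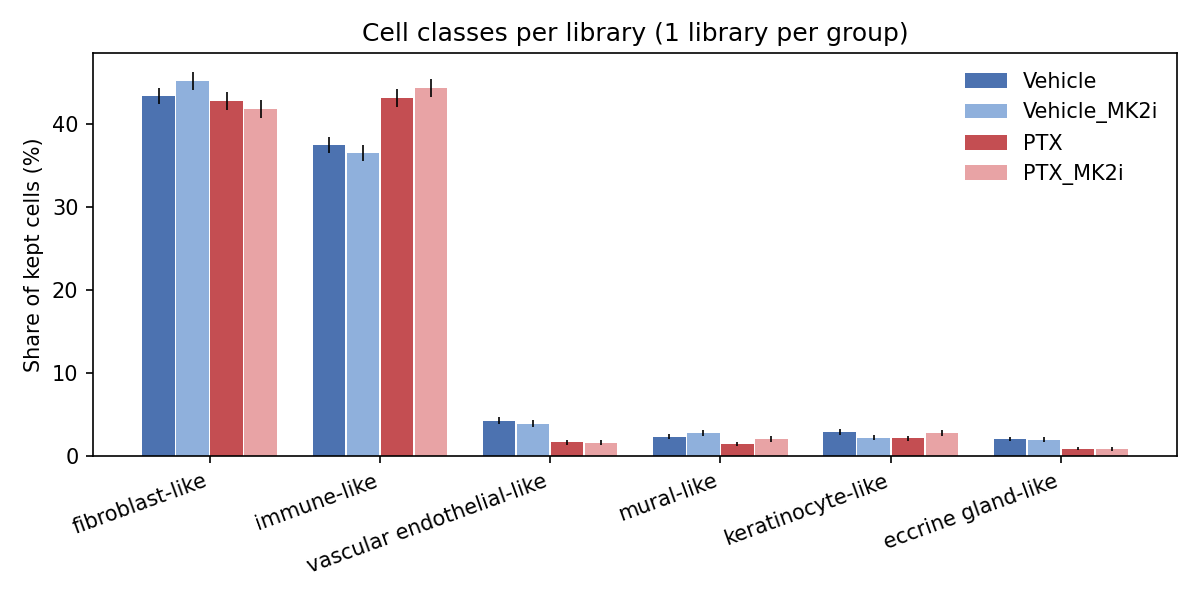
Share of kept cells (%) in 6 cell classes, 1 bar per library, with 95% exact binomial intervals that cover counting error only. Vascular endothelial-like cells are 4.28% and 3.91% of the vehicle libraries and 1.69% and 1.63% of the PTX libraries.

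PTX over Vehicle asks whether PTX alone changed senescence and SASP genes in fibroblast-like cells, which held 79895256 UMIs in PTX and 89788956 in Vehicle. The median log2 ratio of the 37 SASP genes was -0.07, at percentile 35.0 of matched random lists, with 17 genes higher and 20 lower. The alternative that moved it most, thinning each cell to 1000 UMIs, gave 0.08, and 5 of 18 alternatives gave a positive median, with percentiles from 3.90 to 99.96 over all of them. Total-UMI scaling put the median of 17556 genes at -0.08 in this comparison, and TMM factors moved it to -0.0012, against SASP medians of -0.07 and 0.03. For the mean of each cell's CPM the all-gene median was -0.08 and the SASP median 0.08 (percentile 99.96), so the SASP median lay near that of all genes only under some choices. Single members moved both ways. Il6 (ENSMUSG00000025746) was at 318 CPM in Vehicle and 435 in PTX, a log2 ratio of 0.45 (0.43 to 0.47). Ccl2 (ENSMUSG00000035385) rose by 0.50 (0.48 to 0.52), Cxcl1 (ENSMUSG00000029380) by 0.40 (0.39 to 0.41) and Ccl7 (ENSMUSG00000035373) by 0.58 (0.56 to 0.60). Mmp3 (ENSMUSG00000043613) fell by 0.51, Igfbp3 (ENSMUSG00000020427) by 0.71 and Angptl4 (ENSMUSG00000002289) by 1.90 on the log2 scale. Areg and Il1b fell by 1.34 and 0.82, but were at 2.35 and 6.48 CPM in Vehicle fibroblast-like cells against 60.6 and 445 CPM in empty droplets. In Vehicle, 31.1% of the Il1b UMIs lay in 1 cell, and with the top cell of each library left out Il1b had -0.32 and Areg -1.71. With free RNA subtracted neither gene kept enough UMIs for a ratio, but the share subtracted was too high for Il1b, of which it would bring 23.9 CPM to Vehicle and 12.8 to PTX, where 6.48 and 3.68 were found.

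Cdkn1a (ENSMUSG00000023067), which encodes the cell cycle inhibitor p21, was at 444 CPM in Vehicle and 470 in PTX, a log2 ratio of 0.08 (0.06 to 0.10). TMM factors moved it most, to 0.19. Cdkn2a (ENSMUSG00000044303), which encodes p16, had 28 UMIs in Vehicle and 24 in PTX, and its log2 ratio of -0.05 (-0.90 to 0.79) could not be told from 0 at this depth and changed direction in 3 of 13 alternatives. Fibroblast-like cells of Vehicle, Vehicle_MK2i, PTX and PTX_MK2i had 0.312, 0.165, 0.300 and 0.468 CPM, and empty droplets 1.06, 0.583, 0.241 and 0.350 CPM, of which the free-RNA shares of 5.37%, 5.05%, 3.84% and 4.07%, which are upper estimates, would bring 0.0569, 0.0295, 0.00925 and 0.0142 CPM. Mki67 (ENSMUSG00000031004) was at 3.78 and 1.83 CPM, a log2 ratio of -1.05 (-1.34 to -0.76). It had 339 UMIs in 114 Vehicle cells and 146 in 68 PTX cells, with 15.04% and 15.8% of them in 1 cell, and was at 80.3 and 84.5 CPM in empty droplets. How much of the Mki67 in these cells was free RNA is left open, because the shares above are too high for Il1b. The p53 target median was 0.01 (percentile 90.8) and became -0.02 for the mean of each cell's CPM and -0.18 for cells thinned to 1000 UMIs. The interferon median was 0.46 (percentile 100; 10 of 11 genes higher). The dissociation and immediate early median was 0.22 (percentile 99.9). The matrix median was -0.09 (percentile 0.50) and 0.02 with TMM factors (percentile 0.48), and the cell cycle median was -0.09 (percentile 58.6). The dissociation list was also above the matched range in immune-like (0.23) and endothelial-like cells (0.36). It lay inside the range in mural-like cells (0.11) and below it in keratinocyte-like cells (-0.33). A difference in handling between PTX and Vehicle was not tested, so the rises of Il6, Ccl2, Cxcl1 and Ccl7 cannot be assigned to PTX.

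Genes named by rank for PTX over Vehicle differed in how many cells carried them. Fdps (ENSMUSG00000059743) rose from 14.6 CPM in 792 cells to 41.8 CPM in 1194 cells, a log2 ratio of 1.52 (1.43 to 1.61). The other 4 higher genes had few UMIs. ENSMUSG00000121404 had 112 UMIs in 28 PTX cells against 1 UMI in Vehicle, a ratio of 6.98 (4.47 to 12.3). It ranged from 1.43 to 7.47 over 14 alternatives, of which 2 lay outside the interval. Gm20125 (ENSMUSG00000101969, 2.30) had 81.7% of its PTX UMIs in 1 cell and Myoz2 (ENSMUSG00000028116, 2.22) had 60.2%. Gm7233 (ENSMUSG00000094151, 2.57) rests on 53 UMIs and on a gene model whose reads may fall to near-identical copies, so its value is uncertain. Among the lower genes, Car4 (ENSMUSG00000000805) had 676 UMIs in 69 Vehicle cells and 27 in 10 PTX cells, a log2 ratio of -4.48 (-5.09 to -3.92). Ppp1r1b (ENSMUSG00000061718) had 229 UMIs in 52 cells against 13 in 8, a ratio of -3.97 (-4.90 to -3.17). Over 14 alternatives Ppp1r1b ranged from -5.39 to -1.36, with 8 outside its interval. Car4 ranged from -4.64 to -1.57, with 2 of 14 outside its interval. Car4 was also low in Vehicle_MK2i, at 0.247 CPM against 7.53 in Vehicle, so a high value in the Vehicle library alone could give its fall. Pax3 (ENSMUSG00000004872) had 72 UMIs in 2 Vehicle cells and none in PTX, a bound of -4.42, which became an uninformative bound of 0.02 once cells were thinned to 1000 UMIs. Slc17a1 (ENSMUSG00000021335) had 63 UMIs in 8 Vehicle cells, 52.4% of them in 1 cell, and none in PTX, a bound of -4.22. Tyrp1 (ENSMUSG00000005994, -5.69) had 86.2% of its 58 Vehicle UMIs in 1 cell.

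PTX_MK2i over PTX asks whether MK2i chow after PTX changed the same genes. The fibroblast-like cells of PTX_MK2i held 74772891 UMIs. The SASP median was 0.08 (percentile 97.5; 24 of 37 genes higher), between 0.00 and 0.11 over 18 alternatives, with percentiles from 42.4 to 99.5. None of Il6, Ccl2, Cxcl1 and Ccl7 was lower in PTX_MK2i than in PTX. Their log2 ratios were 0.15 (0.13 to 0.17), 0.42 (0.40 to 0.44), 0.16 (0.15 to 0.17) and 0.26 (0.25 to 0.28), and 0.0059, 0.28, -0.0075 and 0.17 when the fibroblast-like clusters were weighted alike in every library, so Il6 and Cxcl1 lay near 0 there. Igfbp3 rose by 0.53 (0.43 to 0.63). Mmp3 had a ratio of 0.0056 (-0.04 to 0.05), negative in 3 of 14 alternatives, but 21.8% of its PTX_MK2i UMIs lay in 1 cell. With the cell of most Mmp3 UMIs left out of each library the ratio was -0.30. The intervals of Angptl4 (0.14), Areg (0.44), Il1b (-0.20) and Mki67 (-0.37) included 0, and the directions of Areg and Mki67 changed in 1 and 3 of 13 alternatives. Cdkn1a was at 540 CPM in PTX_MK2i, a ratio of 0.20 (0.18 to 0.22). Cdkn2a had 35 UMIs, and its ratio of 0.64 (-0.15 to 1.45) was not told from 0. The p53 target median was 0.14 (percentile 99.7), and -0.03 with clusters weighted alike. The matrix median was -0.63 (percentile 0), with all 13 genes lower, and stayed between -0.70 and -0.58 over 18 alternatives. The cell cycle median was -0.18 (percentile 0.0100), but -0.0055 (percentile 54.7) for cells thinned to 1000 UMIs, the interferon median -0.09 (percentile 24.6) and the dissociation median -0.0025 (percentile 21.2). The dissociation median changed direction in 4 of 18 alternatives, between -0.02 and 0.01, and the interferon median became 0.04 for cells thinned to 1000 UMIs. The matrix list was also below the matched range in immune-like (-2.16, percentile 0) and endothelial-like cells (-0.80, percentile 0). It lay inside the range in mural-like (-0.09) and keratinocyte-like cells (-0.0074). These classes had no alternatives run for this list. The fall was thus not limited to fibroblast-like cells, and its cause was not tested.

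Among the genes named by rank for this comparison, Fermt3 (ENSMUSG00000024965) rose from 3.28 to 14.9 CPM in 580 cells, a log2 ratio of 2.18 (1.98 to 2.38), and was at 107 CPM in immune-like cells of PTX_MK2i. Rasgef1c (ENSMUSG00000020374) rose from 3.57 to 15.2 CPM in 297 cells, 2.09 (1.90 to 2.29), and was at 11.1 CPM in Vehicle. Dnase1l3 (ENSMUSG00000025279, 4.78) and Nts (ENSMUSG00000019890, 4.25) had 96.1% and 91.5% of their PTX_MK2i UMIs in 1 cell. Gria1 (ENSMUSG00000020524, 3.57) had its 111 UMIs in 6 cells. Of the lower genes, Gm8739 (ENSMUSG00000101136) fell from 42.4 CPM in 442 cells to 5.43 CPM in 115 cells, -2.97 (-3.12 to -2.82), and its reads may be shared with near-identical copies. Gm45740 (ENSMUSG00000110485) had 194 UMIs in 27 PTX cells and 12 in PTX_MK2i, -3.92 (-4.90 to -3.08). B230334C09Rik (ENSMUSG00000104597) had 87 and 13 UMIs, -2.65 (-3.61 to -1.80). Myoz2 (-2.85) and Gm7233 (-3.31), named above for the opposite direction, rest on the same PTX cells.

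Vehicle_MK2i over Vehicle asks what MK2i chow did without PTX. The fibroblast-like cells of Vehicle_MK2i held 12122610 UMIs, with a median of 2942 per cell against 19457 in Vehicle. The SASP median was -0.19 (percentile 0; 28 of 37 genes lower) and stayed negative in 18 of 18 alternatives, though for cells thinned to 1000 UMIs its -0.12 lay at percentile 15.1, inside the matched range. Cxcl1 fell by 0.54, Ccl2 by 0.30, Ccl7 by 0.19, Mmp3 by 0.18, Areg by 1.37, Il1b by 1.21 and Mki67 by 2.06 on the log2 scale, the last 3 from the low levels given above. Mmp3 had 13.2% of its Vehicle_MK2i UMIs in 1 cell, and -0.34 with the top cell of each library left out. Igfbp3 rose by 0.22 (0.07 to 0.37) but had -0.13 with a minimum of 2000 UMIs. Il6 had -0.0077 (-0.06 to 0.04) and Angptl4 0.12 (-0.30 to 0.52), and their directions changed in 6 and 3 of 14 alternatives. Angptl4 had 35.6% of its Vehicle_MK2i UMIs in 1 cell, and -0.45 with the top cell of each library left out. Cdkn1a had -0.05 (-0.10 to -0.01). Cdkn2a had 2 UMIs in Vehicle_MK2i and a ratio of -0.92 (-4.03 to 1.07). The matrix median was -0.37 (percentile 0; 13 of 13 lower). The cell cycle median was -0.17 (percentile 2.10), 0.05 after free RNA was subtracted and 0 for cells thinned to 1000 UMIs. The p53 target, dissociation and interferon medians were -0.07 (percentile 7.37), -0.10 (percentile 9.90) and -0.07 (percentile 12.3), and the interferon median became 0.05 for the mean of each cell's CPM and 0.27 for cells thinned to 1000 UMIs. Of the ranked genes, Cfd (ENSMUSG00000061780, 7.38), Car3 (ENSMUSG00000027559, 7.35) and Gm12320 (ENSMUSG00000085502, 7.16) had their 383, 221 and 77 Vehicle_MK2i UMIs in 4, 2 and 2 cells. Gm12320 may share reads with copies. Cemip (ENSMUSG00000052353) fell from 76.8 CPM in 289 cells to 15.1 CPM in 54 cells, -2.35 (-2.57 to -2.13). Car4 had 3 UMIs in Vehicle_MK2i, -4.93 (-7.21 to -3.37), and Gm42951 (ENSMUSG00000105254) 88 UMIs in 31 Vehicle cells and none, a bound of -1.99. In PTX and PTX_MK2i, Cemip was at 16.5 and 28.1 CPM and Car4 at 0.338 and 0.575 CPM, against 7.53 CPM of Car4 in Vehicle. For Cemip and Car4 the Vehicle library alone was high, so a feature of that library could give their falls.

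PTX_MK2i over Vehicle_MK2i asks what PTX did in mice on MK2i chow. Here the all-gene median was -0.10, and TMM factors moved it to 0.02, so changes in this comparison are read against a shift of over 0.1. The SASP median was 0.24 (percentile 100; 24 of 37 genes higher), and between 0.08 and 0.36 over 18 alternatives, with 0.32 under TMM factors. Ccl2 rose by 1.22 (1.17 to 1.27), Cxcl1 by 1.10 (1.07 to 1.12), Ccl7 by 1.03 (0.99 to 1.07) and Il6 by 0.61 (0.56 to 0.66). Angptl4 fell by 1.88 and Igfbp3 by 0.41. Mmp3 fell by 0.32, but rose by 0.04 with a mitochondrial maximum of 5% and by 0.02 with Scrublet calls kept. The intervals of Areg (0.47), Il1b (0.19), Mki67 (0.64) and Cdkn2a (1.504) included 0, and the directions of Areg and Il1b changed in 1 and 2 of 13 alternatives. With the top cell of each library left out, Il1b had 1.18, Mmp3 -0.47 and Angptl4 -1.33. Cdkn1a had 0.33 (0.29 to 0.38). The interferon median was 0.33 (percentile 100), the dissociation median 0.19 (percentile 96.0), the p53 target median 0.12 (percentile 99.3), the matrix median -0.29 (percentile 0.0300) and the cell cycle median -0.05 (percentile 69.9), which was 0 for cells thinned to 1000 UMIs. Hsph1 (ENSMUSG00000029657) rose from 37.9 to 192 CPM, 2.34 (2.21 to 2.48), Hspa1b (ENSMUSG00000090877) from 93.5 to 412 CPM, 2.14 (2.05 to 2.22), and Ptx3 (ENSMUSG00000027832) from 57.5 to 209 CPM, 1.86 (1.75 to 1.97). Hspa1b and Hspa1a are near-identical, so their split is uncertain. The lower genes were Cfd (-8.62), Car3 (-7.61) and Gm12320 (-6.31), from the same few Vehicle_MK2i cells.

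**Figure D2:**
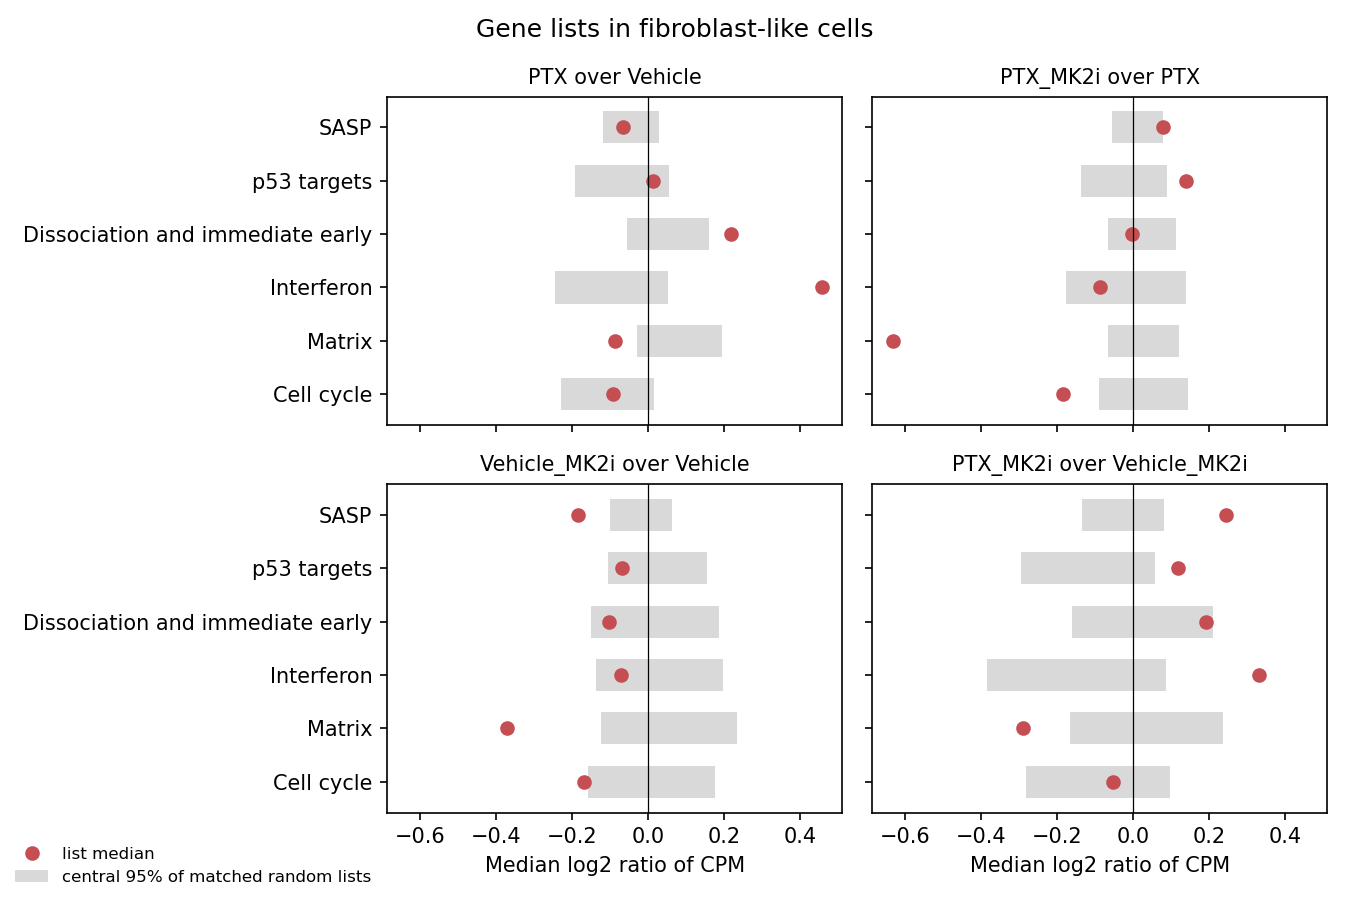
Median log2 ratio of CPM in fibroblast-like cells for 6 gene lists (points) in 4 comparisons, 1 library per group, with the central 95% of 10000 matched random lists (grey bars). The SASP median is -0.07 for PTX over Vehicle and 0.24 for PTX_MK2i over Vehicle_MK2i, and the matrix median for PTX_MK2i over PTX is -0.63; for PTX over Vehicle the SASP median is 0.03 and the matrix median 0.02 with TMM factors.

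**Figure D3:**
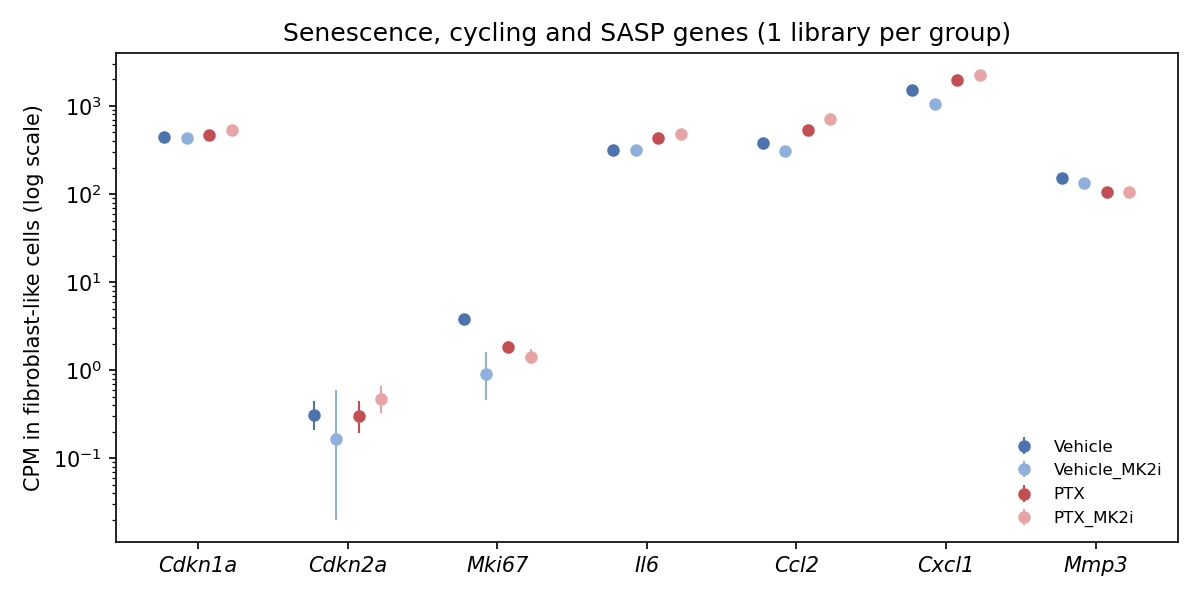
CPM in fibroblast-like cells (log axis) of 7 genes in the 4 libraries, with 95% exact Poisson intervals that cover counting error only. Il6, Ccl2 and Cxcl1 are at 318, 376 and 1511 CPM in Vehicle and 481, 711 and 2224 CPM in PTX_MK2i, and Cdkn2a and Mki67 are below 5 CPM in every library.

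In keratinocyte-like cells the SASP median was -0.30 (percentile 0) for PTX over Vehicle, 0.22 (percentile 100) for PTX_MK2i over PTX, -0.55 (percentile 0.0300) for Vehicle_MK2i over Vehicle and 0.50 (percentile 100) for PTX_MK2i over Vehicle_MK2i. With members of at least 20 UMIs the second was 0.05 (percentile 86.1). The cell cycle medians there were 0.60 (percentile 100), -0.28 (percentile 0.0100), -0.29 (percentile 3.93) and 0.63 (percentile 100) in the same order. In endothelial-like cells the SASP medians were 0.13 (percentile 99.8), -0.0070 (percentile 27.8), -0.20 (percentile 0.985) and 0.01 (percentile 81.3), and with members of at least 20 UMIs the second was -0.42, the third 0 and the last -0.06. With members of at least 100 UMIs the second was 0.11. The cell cycle medians were -0.27 (percentile 32.5), 0 (percentile 57.6), -0.52 (percentile 3.31) and 0.09 (percentile 96.1), of which the first was 0.13 with members of at least 100 UMIs and the second 0.15 with at least 20. In mural-like cells the SASP medians were -0.15 (percentile 4.56), 0.26 (percentile 99.9), -0.04 (percentile 42.3) and 0.02 (percentile 53.5), and the cell cycle medians -0.38 (percentile 13.7), 0.16 (percentile 78.7), -0.38 (percentile 9.76) and 0.04 (percentile 68.7), of which the second was -0.03 with members of at least 100 UMIs. Endothelial-like means vascular endothelial-like here, and these classes held between 115 and 445 cells per library. Immune-like cells were not among the classes chosen beforehand and had no alternatives run. Their SASP medians were -0.02 (percentile 66.3), -0.09 (percentile 0.610), -0.15 (percentile 0.19) and -0.01 (percentile 80.0), and their cell cycle medians -0.03 (percentile 65.7), -0.92 (percentile 0), -1.23 (percentile 0) and 0.14 (percentile 99.5).

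Across 13866 genes in fibroblast-like cells, at equal depth, the interquartile range of log2 ratios was 0.331 for PTX over Vehicle (0.318 to 0.342), 0.317 for PTX_MK2i over PTX (0.306 to 0.328), 0.327 for Vehicle_MK2i over Vehicle (0.316 to 0.338) and 0.437 for PTX_MK2i over Vehicle_MK2i (0.424 to 0.452). Counting noise alone gave 0.152 to 0.153. Class sums that were not thinned gave 0.261 for the first, weighting the fibroblast-like clusters alike at equal depth 0.305, and both choices together 0.234. The PTX effects on normal and on MK2i chow, which share no library, correlated across 17556 genes at Pearson 0.276 and Spearman 0.248, against -0.00075 in unchanged groups with counting noise. Weighting clusters alike gave the lowest Pearson value, 0.211. The MK2i effects in vehicle and in PTX correlated at Pearson -0.073 and Spearman -0.101, against 0.0018. PTX over Vehicle and PTX_MK2i over PTX share the PTX library and correlated at Pearson -0.345 and Spearman -0.288, where unchanged groups gave -0.508 with counting noise, -0.498 with equal noise per library and -0.256 with 0.5 times that noise in PTX, so sharing a library alone gave values on both sides of the observed one. Genes are not independent replicates, and 3 pairs of comparisons were correlated.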

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

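The tests of blood carry-over and of the handling of the Vehicle_MK2i cells were chosen after the results were seen. So were the tests of depth and cluster mix for the SASP medians of PTX over Vehicle and of PTX_MK2i over Vehicle_MK2i. The globin ratios with a matched minimum were also chosen then, and the other tests in this part were set out before they were run. The first results here were picked out because PTX moved a value down on normal chow and up on MK2i chow. The difference between the chows was not tested, because each group has 1 library. In fibroblast-like cells the SASP median was -0.07 for PTX over Vehicle and 0.24 for PTX_MK2i over Vehicle_MK2i, a difference of 0.31. The median of all genes for PTX over Vehicle was -0.08, close to that of the SASP genes, but for the mean of each cell's CPM it was -0.08 against 0.08. The negative side is also weak: thinned to 1 library depth it was -0.0044, with TMM factors 0.03, and 0.08 both for the mean of each cell's CPM and for cells thinned to 1000 UMIs. With clusters weighted alike it was -0.093, further from 0. Whether depth or the mix of clusters makes the opposite directions cannot be told apart from an effect of the chow, because the PTX over Vehicle value lies near 0 and crosses it in 5 of 18 alternatives. The difference was 0.22 at 1 library depth, 0.35 with clusters weighted alike and 0.19 for the mean of each cell's CPM.

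The positive side was 0.22 at 1 library depth and 0.26 with clusters weighted alike, so neither depth nor cluster mix accounted for it. It need not come from PTX. The SASP median for Vehicle_MK2i over Vehicle was -0.19, so a low value in the Vehicle_MK2i library alone could give both. That library also had lower dissociation and immediate early medians than Vehicle in 5 of 5 classes, from -0.95 to -0.10. The 3 below the matched range were keratinocyte-like, immune-like and mural-like cells. Without Hspa1a and Hspa1b, mural-like cells had -0.16 (percentile 25.65), inside the range. Keratinocyte-like and immune-like cells stayed below it, at -0.85 and -0.29. Fibroblast-like cells, the class at issue, had the -0.10, inside the range at percentile 9.90, and -0.05 (percentile 23.5) without Hspa1a and Hspa1b. Different handling of the Vehicle_MK2i cells and an effect of MK2i chow both stay open. They cannot be told apart, because that group has 1 library.

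In keratinocyte-like cells the SASP medians were -0.30 and 0.50 for the same comparisons, a difference of 0.80. Over 4 alternatives they lay between -0.47 and -0.15 and between 0.19 and 0.61. The SASP and dissociation medians for Vehicle_MK2i over Vehicle were -0.55 and -0.95 in these cells, so a low value in the Vehicle_MK2i library alone could give the positive side. It could not give the negative side, where the dissociation median was -0.33 (percentile 0.0100). The difference was not tested between the chows, and no separate test of a technical explanation was run for it.

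The last results in this part lie in barcodes that were not used for the comparisons. Barcodes were counted in which Hba-a1, Hba-a2, Hbb-bs and Hbb-bt together held at least 50% of the UMIs. They made up 14.2% of barcodes with at least 1000 UMIs in PTX (13.5 to 14.9) and 8.39% in PTX_MK2i (7.83 to 8.97), against 2.60% in Vehicle and 2.09% in Vehicle_MK2i. The share in PTX was 5.45 times that in Vehicle (4.80 to 6.20), and 6.36 times (5.45 to 7.45) with all libraries thinned to the smallest and a minimum of 500 UMIs. As deposited with 500 UMIs it was 5.35 (4.73 to 6.06), and thinned with 1000 UMIs 15.2 (11.6 to 20.1). Depth did not account for the direction, while the size moved with depth and minimum. For PTX_MK2i over Vehicle_MK2i the ratio was 4.004 as deposited and 3.30 thinned (2.79 to 3.91) with 1000 UMIs, and 2.47 and 2.34 with 500 UMIs. Vehicle_MK2i over Vehicle was 0.804 as deposited and 3.30 thinned with 1000 UMIs, and 1.26 as deposited with 500 UMIs, so the order of the vehicle libraries depended on depth and minimum. Blood carried over in tissue collection may differ between pools, and with 1 library per group it cannot be told apart from an effect of PTX.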

How the results depend on the processing

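Of the alternatives in this part, thinning every library to the smallest, weighting the fibroblast-like clusters alike and the spreads that join sums not thinned with another choice were chosen after the results were seen, as were those tests of depth and mix that use them. Over 146 results and 24 alternatives, 1857 values were recomputed, of which 1494 stayed within tolerance, 354 moved further and 9 reversed a value that lay clear of 0 or outside the matched range. In all, 49 changed sign: these 9, 27 within tolerance and 13 beyond it. Of the 9, Pax3 is a bound and shows no reversal, and the matrix median for PTX over Vehicle crossed 0 with TMM factors, which move all genes alike, while its percentile stayed at 0.48 against 0.50. The tolerance is the 95% interval of the reported value, from counting error for cell numbers, shares and single genes. For spreads and correlations it is an interval across genes, which treats genes as independent. For list medians it is the 95% order-statistic interval, which was chosen after the values were seen and is wide, so a list median can change sign within it. No paired analysis was possible because each group has 1 library and every replicate number is 1. A gene with at most 3 UMIs on both sides gave no value, and lists outside fibroblast-like cells were recomputed under 4 alternatives. Values below are in the order Vehicle, Vehicle_MK2i, PTX, PTX_MK2i unless named, and the cause was not tested unless given.

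A minimum of 500 UMIs kept 9163 Vehicle_MK2i cells. A minimum of 2000 UMIs kept 10052, 6633, 7575 and 7914 cells, with a Vehicle_MK2i fibroblast-like share of 47.7%. Igfbp3 for Vehicle_MK2i over Vehicle became -0.13, and the Pearson correlations of the PTX effects on both chows and of the MK2i effects in vehicle and PTX were 0.236 and -0.104. A mitochondrial maximum of 5% kept 10047, 8387, 7503 and 7779 cells, with shares of 39.3%, 41.6%, 40.8% and 40.0%. Cdkn1a for PTX over Vehicle was 0.13, Mmp3 for PTX_MK2i over Vehicle_MK2i was 0.044, the MK2i effects correlated at -0.052, and PTX over Vehicle with PTX_MK2i over PTX at -0.303. A maximum of 20% gave shares of 40.02%, 42.1%, 41.4% and 40.4%, 0.294 for the PTX effects and -0.305 for the pair sharing PTX. Cells that are fibroblast-like in the report but unnamed there made up 4.53%, 4.71%, 2.61% and 2.20% of the cells kept at 5%, and 3.50%, 3.36%, 1.34% and 1.34% at 20%, so naming of clusters accounts for most of these lower shares.

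With Scrublet calls kept there were 10648 Vehicle and 8904 Vehicle_MK2i cells, and shares of 35.9%, 38.1%, 39.0% and 38.6%. Such cells made up 6.99%, 6.67%, 3.61% and 3.13% there, so naming accounts for most of this drop. Cdkn1a was 0.10 for PTX over Vehicle and -0.010 for Vehicle_MK2i over Vehicle, Mmp3 for PTX_MK2i over Vehicle_MK2i was 0.018, the PTX effects correlated at 0.259 and the MK2i effects at -0.026. With libraries thinned to the smallest, 8980 Vehicle, 6960 PTX and 7192 PTX_MK2i cells were kept, with shares of 45.2%, 44.5% and 43.5%. Cdkn2a for PTX over Vehicle was -2.002, the MK2i effects correlated at -0.048 and the pair sharing PTX at -0.369.

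With cells thinned to 1000 UMIs, the interferon median was 0.56 for PTX over Vehicle and 0.27 for Vehicle_MK2i over Vehicle, and the cell cycle median for PTX_MK2i over PTX was -0.0055. Cdkn1a for Vehicle_MK2i over Vehicle was -0.0078 and Pax3 for PTX over Vehicle, with no PTX UMI, had an uninformative bound of 0.019. The spread was 0.388 for PTX over Vehicle, 0.375 for PTX_MK2i over PTX, 0.413 for Vehicle_MK2i over Vehicle and 0.515 for PTX_MK2i over Vehicle_MK2i, the order used for spreads below. The PTX effects correlated at 0.212 and the pair sharing PTX at -0.418.

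With TMM factors, PTX over Vehicle gave 0.12 for p53 targets, 0.025 for matrix and 0.19 for Cdkn1a. Cdkn1a for PTX_MK2i over Vehicle_MK2i was 0.48, and the PTX effects correlated at 0.290. With the mean of each cell's CPM, the SASP median for Vehicle_MK2i over Vehicle was -0.12 and Cdkn1a for PTX_MK2i over Vehicle_MK2i 0.26. The spreads were 0.357, 0.346, 0.371 and 0.480, the first 3 were 0.275, 0.277 and 0.343 on sums that were not thinned, and the correlations were 0.238 for the PTX effects, -0.103 for the MK2i effects and -0.359 for the pair sharing PTX. With free RNA subtracted, at a share that was too high for Il1b, the cell cycle median for Vehicle_MK2i over Vehicle was 0.052 and the PTX effects correlated at 0.295. With clusters weighted alike, the p53 target median for PTX_MK2i over PTX was -0.031 and Cxcl1 -0.0075. Cdkn1a was 0.058 for PTX over Vehicle, 0.17 for PTX_MK2i over PTX and 0.28 for PTX_MK2i over Vehicle_MK2i. The spreads for PTX over Vehicle, PTX_MK2i over PTX and PTX_MK2i over Vehicle_MK2i were 0.305, 0.297 and 0.423, and all 4 were 0.234, 0.238, 0.310 and 0.394 on sums that were not thinned. The PTX effects correlated at 0.211.

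A pseudocount of 0.1 CPM gave cell cycle medians of -0.42 in fibroblast-like cells for PTX_MK2i over PTX, -1.02 in endothelial-like cells for Vehicle_MK2i over Vehicle and -0.91 in mural-like cells for PTX over Vehicle. A pseudocount of 5 CPM gave -0.12 for the fibroblast-like SASP median of Vehicle_MK2i over Vehicle and -0.085 for the mural-like cell cycle median of PTX over Vehicle. With list members of at least 20 UMIs, endothelial-like cells had an SASP median of 2.7e-05 for Vehicle_MK2i over Vehicle and a cell cycle median of -0.024 for PTX over Vehicle. With at least 100 UMIs the cell cycle medians were 0.13 for PTX over Vehicle and -0.037 for Vehicle_MK2i over Vehicle there, and -0.033 in mural-like cells for PTX_MK2i over PTX. For spreads, genes with at least 20 UMIs gave 0.344, 0.332 and 0.342 in the first 3 comparisons, genes with at least 200 UMIs 0.298, 0.281, 0.302 and 0.409, and class sums as they are 0.261, 0.255, 0.310 and 0.411. With at least 200 UMIs the PTX effects correlated at 0.299.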

Other observations

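The tests of free RNA from immune cells, of doublets, of a general dissociation response and of a few cells of another type were chosen after the results were seen, and the other tests in this part were set out after the pattern had been noticed but before they were run. Immune-like cells were 36.5% to 44.4% of libraries labelled as CD45-negative sorts. With every cell thinned to 1000 UMIs, a Ptprc UMI was found in 43.6% of immune-like Vehicle cells, 43.0% in Vehicle_MK2i, 40.2% in PTX and 35.9% in PTX_MK2i. In fibroblast-like cells, which should lack the gene, it was found in 0.443%, 0.280%, 0.269% and 0.412%. Before thinning, the median immune-like and fibroblast-like cells held 16656 and 19457 UMIs in Vehicle, 2813 and 2942 in Vehicle_MK2i, 18963 and 24147 in PTX, and 18526 and 22449 in PTX_MK2i. The lowest ratio of the shares over the 4 libraries was 87.2, which argues against free RNA from immune cells. Ptprc is 1 of the 10 immune markers used in naming, so some excess was built in, although a marker needed only 2-fold to count. Fibroblast markers in immune-like cells were at most 1.39% of their level in fibroblast-like cells, which argues against doublets with fibroblast-like cells among the cells kept. Part of this was also built in. Scrublet calls were removed, and clusters with as large a share of another type's markers stayed unnamed. Incomplete sorting, or loss of the surface protein in digestion, could leave such cells, and neither was tested.

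Heat shock genes were higher in PTX_MK2i than in PTX. The 12 listed genes that had not been seen had a median of 0.70 in fibroblast-like cells, and all 16 genes 0.86. The 12 genes were also above the matched range in 4 of the 4 other classes tested, with 0.50 in immune-like, 0.34 in keratinocyte-like, 0.63 in endothelial-like and 0.52 in mural-like cells. This is consistent with a response of the whole library during handling. Without PTX, MK2i chow went with no rise: for Vehicle_MK2i over Vehicle the 12 genes had -0.06 in fibroblast-like, -0.22 in immune-like, -0.16 in keratinocyte-like, -0.12 in endothelial-like and -0.25 in mural-like cells. These values go against an effect of MK2i chow on every class that needs no PTX. An effect of MK2i chow after PTX stays open, as does one hidden by a difference of the Vehicle_MK2i library. A general dissociation response was not seen: the dissociation list without Hspa1a and Hspa1b lay at percentile 6.68 in fibroblast-like cells. The labels say that stain-control cells were heat shocked, and carry-over of such cells was not tested.

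Of the first 10 genes higher in PTX than in Vehicle, among genes found in at least 100 fibroblast-like cells, 7 were sterol synthesis genes. This filter was chosen after the values were seen. The 7 were Fdps (1.52), Idi1 (1.43), Cyp51 (1.41), Fdft1 (1.34), Sqle (1.29), Msmo1 (1.24) and Stard4 (1.26). The 15 listed genes that had not been seen had a median of 0.51, with 15 of 15 higher, and all 22 had 0.84, so chance choice of a few genes does not account for it. With clusters weighted alike the median of the 15 was 0.47, so cluster mix does not either. For PTX_MK2i over Vehicle_MK2i it was 0.44, so the pattern may be a feature of both PTX libraries. In immune-like cells the 2 medians were -0.04 and 0.0060, in endothelial-like cells 0.15 and 0.60, and in mural-like cells 0.29 and 0.36. In keratinocyte-like cells they were 0.51 and -0.11, and Vehicle_MK2i over Vehicle had 0.62 there. With 1 library per group an effect of PTX is a hypothesis.

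Cfd and Car3 were the genes ranked highest for Vehicle_MK2i over Vehicle. Of the 383 Cfd UMIs in 3922 fibroblast-like cells of Vehicle_MK2i, 99.5% lay in 2 cells, and all 221 Car3 UMIs lay in 2 cells. Free RNA is argued against, because the higher of the 2 levels in immune-like cells was 13.9% of that in fibroblast-like cells. A few cells of another type within the class are a candidate explanation. The adipocyte markers fixed beforehand were Adipoq, Plin1, Cidec, Car3 and Cfd, of which Car3 and Cfd are the genes at issue, and so adipocytes are a hypothesis. Fibroblast-like cells of Vehicle_MK2i held 383 Cfd, 221 Car3, 42 Adipoq, 34 Cidec and 8 Plin1 UMIs. An adipocyte-like cluster held 21 Vehicle_MK2i cells and 3, 2 and 3 cells in Vehicle, PTX and PTX_MK2i.

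Among genes found in at least 100 fibroblast-like cells, those ranked highest for Vehicle_MK2i over Vehicle included Gm11867 (3.65), Bc1 (2.85) and Tmem63c (2.96). The first 10 had a median of 2.07 in fibroblast-like cells, 2.00 in immune-like, 1.88 in keratinocyte-like, 1.88 in endothelial-like and 1.80 in mural-like cells, with 10 of 10 higher in each. A difference of the whole library, in preparation or sequencing, is a candidate explanation. The pattern also entered PTX_MK2i over Vehicle_MK2i. There Gm11867 (-4.82), Bc1 (-3.85) and Tmem63c (-3.12) ranked first among the lower genes under the same filter. How much of the spread of 0.437 in that comparison it gives was not tested.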
